# X Chromosome and Autosome Dosage Responses in *Drosophila melanogaster* Heads

**DOI:** 10.1534/g3.115.017632

**Published:** 2015-04-07

**Authors:** Zhen-Xia Chen, Brian Oliver

**Keywords:** segmental aneuploidy, sex determination, dosage compensation, sex chromosomes, gene expression, genetics of sex

## Abstract

X chromosome dosage compensation is required for male viability in *Drosophila*. Dosage compensation relative to autosomes is two-fold, but this is likely to be due to a combination of homeostatic gene-by-gene regulation and chromosome-wide regulation. We have baseline values for gene-by-gene dosage compensation on autosomes, but not for the X chromosome. Given the evolutionary history of sex chromosomes, these baseline values could differ. We used a series of deficiencies on the X and autosomes, along with mutations in the sex-determination gene *transformer-2*, to carefully measure the sex-independent X-chromosome response to gene dosage in adult heads by RNA sequencing. We observed modest and indistinguishable dosage compensation for both X chromosome and autosome genes, suggesting that the X chromosome is neither inherently more robust nor sensitive to dosage change.

Like in many eukaryotes, reduction of gene dosage is deleterious in *Drosophila melanogaster*. Multi-locus deletions (deficiencies) are tolerated when the extent of the deletion is modest, but when >1% of genome is hemizygous, the result is reduced viability regardless of which part of the genome is deleted (Lindsley *et al.* 1972) . The X chromosome in males is an exception to this rule.

The sex chromosome dosage problem is inherent in the evolution of sex chromosomes, an event that has occurred many times during the course of evolution (Larsson and Meller 2006; Vicoso and Charlesworth 2006; Gurbich and Bachtrog 2008; Stenberg and Larsson 2011) . The initial signal for sex determination in *Drosophila* is the number of X chromosomes (Erickson and Quintero 2007), which results in males being hemizygous for ∼20% of the genome. X chromosome dosage compensation prevents male lethality by equalizing the expression level of genes on the X chromosome in males to that in females to maintain genic balance with the autosomes in both sexes (Parisi *et al.* 2003; Gupta *et al.* 2006; Sturgill *et al.* 2007; Deng *et al.* 2011). Chromosome-wide X-chromosome dosage compensation relative to autosomes requires the *male-specific lethal (MSL)* complex (Meller and Kuroda 2002; Hamada *et al.* 2005; Deng and Meller 2006; Zhang *et al.* 2010; Georgiev *et al.* 2011; Stenberg and Larsson 2011).

It is less clear how much of the X chromosome dosage compensation is due to chromosome-wide regulation and how much is due to gene-by-gene dosage responses. For example, there are X chromosome genes that do not show MSL association but that do show dosage compensation (Philip and Stenberg 2013), and some X chromosome genes are dosage compensated very early, prior to activation of the MSL system (Lott *et al.* 2011). Finally, removal of the MSL complex components does not result in halving of X chromosome gene expression relative to autosomes (Hamada *et al.* 2005; Deng and Meller 2006; Zhang *et al.* 2010), raising the possibility that other MSL-independent mechanisms may also contribute to dosage compensation in fly somatic cells.

*A priori*, an X-chromosome-wide mechanism does not need to result in a precise two-fold upregulation of gene expression relative to autosomes, because even autosomal genes can show some dosage compensation. In *Drosophila* S2 cells, the observed autosomal dosage compensation level was roughly equal to the approximately 1.4-fold “missing” compensation following MSL complex knockdown, suggesting that there may be an essentially additive effect of MSL and general dosage compensation mechanisms (Zhang *et al.* 2010). However, other *Drosophila* cell lines show a variety of global dosage compensation levels (Lee *et al.* 2014), raising the distinct possibility that this additive effect in S2 cells is coincidence.

Several studies have reported the transcriptional effect of systematically manipulating autosomal gene dosage (Gupta *et al.* 2006; Stenberg *et al.* 2009; Stenberg and Larsson 2011; Malone *et al.* 2012). These studies suggest that the same type of gene regulation that modulates levels in transcriptional networks results in gene-by-gene dosage compensation (Malone *et al.* 2012; Chen *et al.* 2014; Lee *et al.* 2014). This gene-by-gene response also highlights the need to use a matched sample for baseline measurements of dosage compensation. Simply comparing autosomes to X chromosomes is misleading when individual genes differ in dosage responses and when the population of genes residing on the X is highly biased due to the evolution of sex chromosomes (Vicoso and Charlesworth 2006; Gurbich and Bachtrog 2008). If X chromosomes were like autosomes, gene-by-gene responses at subsets of genes should not require specialized factors to achieve dosage compensation (dosage compensation of such genes would result in overexpression), and in other subsets where gene expression collapses in response to a 50% dosage reduction even a two-fold effect might not be sufficient (Malone *et al.* 2012). However, a host of studies have shown that the X chromosome is quite different than autosomes (Vicoso and Charlesworth 2006; Gurbich and Bachtrog 2008), showing a distinct chromatin signature even in females, for example (Zhang and Oliver 2010). As another example, there is also strong gene traffic off the X in the genus, which could drive dosage-sensitive genes off the X (Sturgill *et al.* 2007; Vibranovski *et al.* 2009). The gradual acquisition of dosage compensation during sex chromosome evolution could make the X either more or less sensitive to gene dosage changes, depending on which forces are dominant. For example, a long history of chromosome-wide regulation in males could reduce endogenous gene-by-gene dosage compensation by relaxing feedback in gene regulation networks, whereas in contrast a long history of pressure to increase expression of hemizygous genes on the X before acquisition of chromosome-wide dosage compensation mechanisms could boost these same gene-by-gene regulatory mechanisms. Thus, it is unclear if X chromosome gene-by-gene dosage responses are similar to autosomal gene-by-gene responses.

In wild-type flies, sexual identity, sex-biased expression, and any special evolved features of the X chromosome are confounding factors if you are interested in what could be very subtle effects on dosage compensation. In this study, we separated these factors using autosomal and X-linked deficiencies in conjunction with sex transformation, and we further reduced confounding by restricting our analysis to heads, which show limited sex-biased expression. We performed next-generation RNA sequencing (RNA-seq) and determined expression of matched hemizygous and homozgyous genes to avoid comparing expression of X chromosomes to autosomal genes directly. We observed indistinguishable dosage responses of chromosomes X and 3L in this study, suggesting that X and autosomes have similar overall responses to dosage.

## Materials and Methods

### Samples and sequencing

We used congenic *Drosophila* strains from the European *Drosophila* deletion collection (DrosDel) project (Ryder *et al.* 2007; Cook *et al.* 2010) to assay expression changes due to gene dosage. In addition to the DrosDel lines, we examined expression in the *w^1118^* DrosDel parental line and used a *Dp(1;Y)B^S^*; *cn^1^ tra2^B^ bw^1^/CyO* and *Df(2R)trix/CyO* stocks for sex-transforming flies (Bloomington *Drosophila* Stock Center, Bloomington, IN). We also used *OreR* (gift from Elissa Lei, Laboratory of Cellular and Developmental Biology, NIDDK, NIH, Bethesda, Maryland). Flies were grown at 25° on San Diego Stock Center cornmeal media. We collected 30 5-d-old adult flies for each triplicate of 10 heads, which were dissected on dry ice and stored at −80°.

We homogenized frozen heads in 2 ml Axygen 96-well plates (Corning, Life Sciences, Union City, CA) preloaded with 200 µL 1-mm glass beads (Biospec Products Inc., Bartlesville, OK) and 200 µL RLT Buffer (Qiagen, Valencia, CA) and covered with Axygen sealing mats, in a Mini-BeadBeater 96 (Biospec Products Inc., Bartlesville, OK). We extracted total RNA with the RNeasy 96 Kit and QIAvac 96 vacuum manifold (Qiagen, Valencia, CA). We visually inspected RNA quality by gel electrophoresis detected with SYbrGold Nucleic Acid Gel Stain and we used a plate reader to quantify yield with Quant-iT RiboGreen (Life Technologies, Grand Island, NY). We used 100 ng of total RNA and the TruSeq RNA Sample Preparation V2 protocol (Illumina Inc., San Diego, CA) to make RNA-seq libraries from polyA^+^ RNA. We added 10 pg of pool 78A ERCC spike-in RNAs (Jiang *et al.* 2011) to the Elute, Prime, and Fragment Mix in the “Purify and fragment mRNA” step. We checked the library quality with the High-Sensitivity DNA Analysis Kit on a Bioanalyzer (Agilent, Santa Clara, CA) and concentration by Quant-iT PicoGreen (Life Technologies, Grand Island, NY), and performed 76nt single-end sequencing on an Illumina HiSequation 2000 running CASAVA-1.8.2/RTA 1.17.21.3/HiSeq Control Software 2.0.10.0 (Illumina Inc., San Diego, CA).

### Sequence mapping and quantification

To measure expression genome-wide, we performed single-end RNA-Seq on poly-A^+^ RNA extracted from adult female and male heads in biological triplicate. We uniquely mapped reads to FlyBase genome release 5.57 (St. Pierre *et al.* 2014) and spike-in RNAs (Jiang *et al.* 2011) that we added to the libraries to empirically determine sampling variance in complex mixtures of RNA species. We used DESeq2 (Anders *et al.* 2015) normalized read counts and cufflinks (Trapnell *et al.* 2012) fragments per kilobase per million mapped reads (FPKM) to report gene-level steady-state expression.

We downloaded GFF3 gene annotation files from NCBI (http://www.ncbi.nlm.nih.gov/), extracted CDS and exon features on existing chromosomes (excluding chromosome U and Uextra), and converted to GTF format, which is compatible with all analysis tools we used, using a custom Perl script. Some peculiar gene features were incompatible with analysis tools. We “corrected” the boundaries of 10 CDS, which were beyond that of the parent genes and changed strand information for 9 CDS (11 exons) according to the annotation of the parent genes. We also added 96 ERCC spike-in annotations in the final GTF file. We mapped RNA reads with Tophat v2.0.10 (Kim *et al.* 2013). We used parameter −g 1 to retain only uniquely mapped reads and provided the GTF format annotation.

We measured the gene expression using cufflinks v2.1.1 (Trapnell *et al.* 2012) in fragments per kilobase of transcript per million mapped reads (FPKM). We measured gene expression using HT-Seq v0.5.4p1 (Anders *et al.* 2015), which reports in read counts. We normalized read counts using DESeq2 v1.6.3 (Love *et al.* 2014) in R v3.1.1. We used coefficient of variance for genes, intergenic space, and spike-in RNAs to derive a low expression cut-off value (see below).

## Results

### Datasets

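RNA-Seq libraries were made from poly-A+ RNA of pools of 10 heads from adults aged 5 d, with external RNA standards added as spike-ins. For each library the authors deposited the number of single-end reads that HT-Seq counted on 17142 genes and 96 spike-in RNAs, without normalization. They also deposited these counts divided by DESeq2 size factors, called normalized read counts here, and the FPKM that cufflinks gave for 17062 genes. Values are reported for the libraries of 79 conditions that the paper analysed. Of the 97 libraries from XX females, 56 carried 1 of 19 deficiencies (Dfs) on the X chromosome, 33 carried 1 of 11 Dfs on 3L, and 8 carried no Df. The 96 libraries from XX females transformed into males with tra2 alleles (written tra2 XX) comprised 57 with X Dfs, 33 with 3L Dfs and 6 without a Df. The 39 libraries from XY males comprised 33 with 3L Dfs and 6 without a Df, and 3 further libraries came from w1118 XY males with the tra2 alleles (tra2 XY). Each condition had 3 replicates, except Df(1)ED7331/+ and w1118/w+ in XX females, with 2 each.
Reads on genes per library ranged from 3089103 to 18679735 (median 8859704) in XX, from 667146 to 13306476 (median 5691608) in tra2 XX, from 1381962 to 16011623 (median 10022543) in XY and from 6885572 to 8912299 (median 8558525) in tra2 XY. Over the 249 libraries deposited, the median was 7594677 reads on genes and 8253389 reads when spike-ins and reads without a single gene were included. Gene symbols, chromosome arms and gene order were taken from the BDGP6 annotation, which holds 16815 of the gene identifiers. Reads amplified by PCR are not independent molecules, so folds given as lower bounds from few reads cover counting error only. Wilson intervals treat genes as independent draws, and the other intervals are bootstrap intervals over Dfs or genes.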

We generated 264 samples for RNA-Seq profiling with a median of ∼8 million uniquely mapped reads per sample (Table 1). We failed 15 samples during library or sequencing quality checks. We also ensured that the lines still bore the originally generated deletions. Previously, we found that when a *Df/+* line did not alter gene expression in the hemizygous segment, there was no *Df* in the source stock as measured by DNA-Seq (Malone *et al.* 2012). Therefore, we scanned the gene expression ratios of each *Df/+* sample relative to +/+ controls across chromosomes 3L and X. We suspected that *Df(3L)4685* was not a deficiency based on this criterion and cytological examination also failed to show evidence of a deletion (K. Cook, personal communication). 

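The genes under the bar drawn for this deficiency in Figure 2D, Df(3L)ED4685 in Table 1, were compared between its libraries and the other libraries of the same group. The bar, 0.735 Mb long, was placed on the annotation with the straight line that links the other 3L bars to the runs of lowered genes in their libraries. Each gene's ratio was the mean normalized read count of the 3 Df(3L)ED4685/+ libraries over the median of the other libraries, for genes whose median exceeded 6. In XX, the median log2 ratio of 54 genes was 0.04, with replicates from 0.02 to 0.06, and ranked 26 from the lowest among 36 XX lines. In tra2 XX it was 0.01 over 53 genes (replicates −0.07 to 0.07; 17 of 34 lines), and in XY 0.01 over 55 genes (replicates −0.08 to 0.10; 9 of 14 lines). Among the other XX lines, the median of these genes ranged from −0.17 to 0.08. By contrast, the median over 206 libraries of the other Df/+ lines, each measured in its own deleted segment, was −0.92. With the bar shortened by 100 kb at each end, the medians of Df(3L)ED4685/+ were 0.02, 0.03 and 0.04 over 34 genes in XX, tra2 XX and XY.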

We removed nine “*Df(3L)4685*” samples as well as five samples without replicates from the analysis. These data are still useful for other purposes. Data from all 249 high-quality samples are available at the Gene Expression Omnibus (GEO) (Barrett and Edgar 2006) under accession GSE60571. 

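Spearman's rho between the normalized read counts of replicates of the same condition, across all genes, had a median of 0.971 over 233 pairs of libraries (SD 0.00783). The medians by group were 0.97 in each of the 4 groups. The lowest values came from Df(3L)ED4475/+ XY males, where rho was 0.918 between replicates 2 and 3 and 0.928 between replicates 1 and 2. These are correlations across genes, and genes are not independent replicates. For comparison, 2000 pairs of libraries drawn from different conditions of the same group had a median rho of 0.968 and a lowest rho of 0.923. Pearson's r of the log2 values moved the median most, to 0.987.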

Triplicates showed excellent linear correlations (Figure 1A), giving us confidence in measuring subtle differences in gene expression.

**Table 1:** Summary of samples used

Genotypes	*XX*	*XY*	*XX*; *tra2^B^/Df**^a^*	*XY*; *tra2^B^/Df*	No.*^b^*
*Df(1)ED13478/+*	3	NA*^c^*	3	NA	**6**
*Df(1)ED14021/+*	3	NA	3	NA	**6**
*Df(1)ED409/+*	3	NA	3	NA	**6**
*Df(1)ED6443/+*	3	NA	3	NA	**6**
*Df(1)ED6630/+*	3	NA	3	NA	**6**
*Df(1)ED6712/+*	3	NA	3	NA	**6**
*Df(1)ED6727/+*	3	NA	3	NA	**6**
*Df(1)ED6829/+*	3	NA	3	NA	**6**
*Df(1)ED6878/+*	3	NA	3	NA	**6**
*Df(1)ED6906/+*	3	NA	3	NA	**6**
*Df(1)ED6957/+*	3	NA	3	NA	**6**
*Df(1)ED6989/+*	3	NA	3	NA	**6**
*Df(1)ED7147/+*	0	NA	3	NA	**3***^d^*
*Df(1)ED7153/+*	3	NA	3	NA	**6**
*Df(1)ED7161/+*	3	NA	3	NA	**6**
*Df(1)ED7170/+*	3	NA	3	NA	**6**
*Df(1)ED7225^/+^*	1	NA	0	NA	**1***^e^*
*Df(1)ED7261/+*	3	NA	3	NA	**6**
*Df(1)ED7289/+*	3	NA	3	NA	**6**
*Df(1)ED7331/+*	2	NA	3	NA	**5**
*Df(1)ED7374/+*	1	NA	0	NA	**1***^e^*
*Df(1)ED7635/+*	3	NA	3	NA	**6**
*Df(3L)ED210/+*	3	3	3	0	**9**
*Df(3L)ED211/+*	3	3	3	0	**9**
*Df(3L)ED217/+*	3	3	3	0	**9**
*Df(3L)ED225/+*	3	3	3	0	**9**
*Df(3L)ED230/+*	3	3	3	0	**9**
*Df(3L)ED4287/+*	3	3	3	0	**9**
*Df(3L)ED4421/+*	3	3	3	0	**9**
*Df(3L)ED4457/+*	3	3	3	0	**9**
*Df(3L)ED4475/+*	3	3	3	0	**9**
*Df(3L)ED4543/+*	3	3	3	0	**9**
*Df(3L)ED4685/+*	3	3	3	0	**9***^f^*
*Df(3L)ED4978/+*	3	3	3	0	**9**
*w^1118^/ w^1118^* or *Y*	3	3	3	3	**12**
*w^1118^ /w^+^*	2	NA	3	NA	**5**
*OreR*	3	3	0	0	**6**
No.	**102**	**42**	**102**	**3**	**249**

a Df(2R)trix.

b Number of independent RNA-Seq profiles.

c Not applicable.

d Present in GEO, but removed from this analysis due to lack of a matching nonsex-transformed sample.

e Present in GEO, but removed from this analysis due to lack of replicates.

f Present in GEO, but removed from this analysis because we observed no dosage effect in the region of the annotated *Df*, and because no *Df* was detected in the source stock. See text.

**Figure 1:**
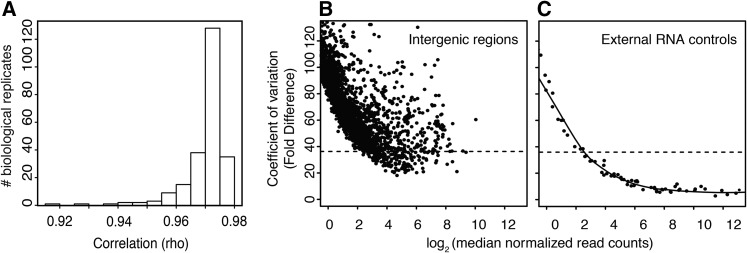
RNA-Seq libraries and expression cut-offs. (A) Correlations among biological replicate RNA-seq experiments on adult heads. (B, C) Coefficients of variance (CV) for reads mapping to intergenic space (B) and spike-in RNA controls (C). Ninety-five percent of intergenic regions have a CV above the dotted line.

Although RNA-seq gene expression measurements show excellent correlations, understanding dosage responses and compensation requires precision at less than two-fold differential expression. Low abundance transcripts are difficult to accurately quantify, because noise and sampling errors are more pronounced for genes with low expression (Jiang *et al.* 2011; Malone and Oliver 2011). These factors can confound dosage analysis by suggesting dosage compensation where none exists (taken to an extreme, a gene that is not expressed could be said to be perfectly dosage compensated).

To rigorously avoid overcalling compensation due to low expression, we directly modeled error profiles by comparing intergenic gene expression to genic expression. Although there may be unannotated genes in intergenic space, signal from these regions may also represent biological noise and/or DNA contamination in RNA preparations (Zhang *et al.* 2010). We also analyzed quantification variance for the synthetic spike-in RNAs with known input concentrations as determined by mass spectrophotometry (Jiang *et al.* 2011). For intergenic regions (Figure 1B), we found that 95% of intergenic regions had a coefficient of variance (CV) >36 for fold differences. At this CV value, the normalized read counts of external RNA standards fitted with a local polynomial regression was six normalized read counts (Figure 1C). 

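Of the 96 spike-in RNAs, 72 had a median above 0 normalized read counts over the libraries analysed, 53 a median above 6 and 28 a median above 100. The size factors were those of the genes. The median CV of these 28 spike-ins across all libraries was 85.8%. A local polynomial regression (span 0.75, degree 2) of the CV on the log2 median did not come down to 36% anywhere in the range of the spike-ins, so it gave no read count for that CV. The share of all reads taken by spike-ins ranged from 0.344% to 9.16% between libraries, with a median of 1.07%. With the CV taken within each condition, the median CV of the 28 spike-ins was 29.4% and the regression reached 36% at 27.7 normalized read counts. With size factors computed from the spike-ins themselves, the values were 9.61% and 15.9 normalized read counts. The regression also gave no value when only replicate 1, only replicate 2 or only replicate 3 of each condition was used.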

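The median over the libraries analysed exceeded 6 normalized read counts for 9307 of the 17142 genes, or 54.3% (95% Wilson interval 53.5% to 55.0%). The CV across all libraries was under 36% for 6590 genes, or 38.4% of all genes (37.7% to 39.2%). Among the genes over 6 normalized read counts, 70.8% had a CV under 36% (69.9% to 71.7%). When the CV was taken within conditions, a setting chosen after the data had been seen, 51.2% of all genes and 94.4% of the genes over 6 were under 36%. Restricting the base to the 16230 genes with at least 1 read raised the share over 6 normalized read counts to 57.3%. Within single groups, the share of all genes with a CV under 36% was 40.3% in XX, 45.5% in tra2 XX and 44.9% in XY.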

Sixty-four percent of all genes were expressed at more than six, and 69% showed CVs <36. Therefore, we used six normalized read counts as a low-expression cut-off for ratiometric analysis.

### Gene expression in wild-type and sex-transformed heads

Sex-biased expression complicates the analysis of the subtle changes in gene expression between XX and XY flies. Therefore, we restricted our expression analysis to heads, because previous RNA-seq experiments revealed relatively limited sex-biased expression in this body part (Sturgill *et al.* 2013). As an additional measure to reduce sex-biased expression, we transformed XX females into somatic males (Figure 2A) using *transformer-2* alleles (*tra2^Df^/tra2^B^*) (Mattox and Baker 1991). 

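The sexes were compared in the 12 libraries of the w1118 line, 3 for each of XX, XY, tra2 XX and tra2 XY. Reads on genes ranged from 12060983 to 13226309 per library in w1118 XX, from 10322848 to 13819380 in XY and from 7794851 to 13306476 in tra2 XX. Across 2277 X chromosome genes, Spearman's rho between the mean normalized read counts of w1118 XX and XY was 0.981, and across 11917 autosomal genes it was 0.978. The 9 pairs of single XX and XY libraries gave rho between 0.965 and 0.973 (median 0.969), which overlaps the range between replicates. Between tra2 XX and tra2 XY, rho was 0.983 across 2209 X chromosome genes and 0.987 across 11436 autosomal genes, and the 9 pairs lay between 0.972 and 0.976.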

When we compared the expression profiles of wild-type female (*w^1118^/w^1118^*) and male flies (*w^1118^/Y*) (Figure 2B), we observed a tight overall correlation between the head expression profiles. However, we did observe 670 genes with significantly female-biased and 602 with male-biased expression (FDR-corrected *P* < 0.05) in wild-type heads (Figure 2B, Supporting Information, File S1). 

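Read counts of the 12 w1118 libraries were fitted together with edgeR's quasi-likelihood test, after TMM normalization and the filter of filterByExpr, which left 9861 genes. The SE of each log2 fold change was back-calculated as its absolute value over the square root of the test's F statistic. Levels of single genes called normalized counts are read counts scaled by the TMM factors to the mean size of the 12 libraries. Their scale differs from that of the deposited normalized read counts. At an adjusted p under 0.05 (Benjamini-Hochberg), 318 genes were higher in XX than in XY and 321 were lower, against 1024 and 1297 genes at an unadjusted p under 0.05. Of the 1272 genes in File S1 for this contrast, 1257 could be tested. These included 314 of the XX-biased and 308 of the XY-biased genes called here, none with the opposite sign, and the log2 fold changes of both analyses correlated with r = 0.971 across genes.
The counts depended on the method and on single libraries. DESeq2 moved them most among the methods that used all libraries, to 523 XX-biased and 515 XY-biased genes. Leaving out XX replicate 1, 2 or 3 gave 129, 101 or 188 XX-biased and 110, 88 or 86 XY-biased genes. Leaving out XY replicate 1, 2 or 3 gave 123, 105 or 286 XX-biased and 110, 101 or 391 XY-biased genes.
The gene of the odorant-binding protein Obp99a (FBgn0039678) was higher in XX, with a log2 fold change of 9.22 (SE 1.74, adjusted p = 0.0113 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), at 2755 ± 1382 normalized counts (SD, n = 3). All 3 XX libraries exceeded all 3 XY libraries. The adjusted p of Obp99a ranged from 1.53e-10 to 0.0630 over the alternatives. The fit also takes the spread of Obp99a from tra2 XY, where replicates 1, 2 and 3 had 925, 4.72 and 3.39 normalized counts. For brv3 (FBgn0040333), each XX library held 1 read, so that its expression was at least 13.1-fold higher in XY.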

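In the same fit, 15 genes were higher in tra2 XX than in tra2 XY at an adjusted p under 0.05 and 10 were lower, against 534 and 348 genes at an unadjusted p under 0.05. DESeq2 called 58 and 22 genes, which included all 25. A fit of the 6 libraries alone called 0 and 2 genes, with 365 and 231 at an unadjusted p under 0.05. Without tra2 XY replicate 1, 220 genes were higher in tra2 XX and 236 were lower. Leaving out any other of the 6 libraries gave between 4 and 9 genes higher and between 7 and 9 lower in tra2 XX. That library also enters the spread shared by all genes, and without it, in a fit chosen after the data had been seen, 636 genes were higher in w1118 XX than in XY and 697 were lower. Of the 112 genes that File S1 gives for the tra2 comparison, 109 could be tested, and they included 14 of the 15 XX-biased and 10 of the 10 XY-biased genes. Among the genes most strongly raised in tra2 XX over tra2 XY were CG32572 (FBgn0052572), CG2898 (FBgn0030195) and CG32686 (FBgn0052686). CG32572 had a log2 fold change of 3.22 (SE 0.40, adjusted p = 0.00550 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), CG2898 2.74 and CG32686 2.48. Their adjusted p ranged from 0.000268 to 0.0950, from 0.00129 to 0.183 and from 0.00069 to 0.245 over the alternatives. Mean normalized counts of CG32572 were 33.29 in tra2 XX, 3.55 in XX and 3.24 in XY, so it was not raised in XX without the tra2 alleles. In the same order, they were 31.8, 7.64 and 3.85 for CG2898 and 51.2, 15.99 and 5.76 for CG32686. CG2898 and CG32686 are neighbours on the X chromosome, so they need not be independent cases. Why these genes were high in tra2 XX was not tested. The gene brv3, with at most 1 read in each tra2 XX library, was at least 7.19-fold higher in tra2 XY.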

When we compared gene expression in XX females transformed into males (*w^1118^/w^1118^*; *tra2^Df^/tra2^B^*) relative to XY males with tra2 mutations (*w^1118^/Y*; *tra2^Df^/tra2^B^*), we only observed 78 genes with significant XX-biased and 34 with XY-biased expression (Figure 2C, File S1). As expected, sex differences regulated upstream of *tra2*, such as expression of the dosage compensation transcripts encoded by *roX1* and *roX2*, remained XY-biased, whereas genes known to be regulated downstream of *tra2* (Salz and Erickson 2010), such as the three *Yolk protein* genes (Clough *et al.* 2014), were lowered to male levels in *XX*; *tra2^Df^/tra2^B^* flies (Figure 2, B and C).

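roX1 (FBgn0019661) stood at 72.4 ± 5.40 normalized counts in w1118 XX, 11528 ± 2651 in XY, 59.6 ± 2.37 in tra2 XX and 11128 ± 5660 in tra2 XY (SD, n = 3 each). Its log2 fold change was −7.31 for XX over XY (SE 0.44, adjusted p = 3.23e-06) and −7.54 for tra2 XX over tra2 XY (SE 0.45, adjusted p = 1.11e-05), both from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. For roX2 (FBgn0019660) the log2 fold changes were −5.16 (SE 0.45, adjusted p = 8.72e-05) and −6.76 (SE 0.52, adjusted p = 0.000111) in edgeR's quasi-likelihood test. Every XX library lay below every XY library for both genes, with and without the tra2 alleles.
Yp1 (FBgn0004045), Yp2 (FBgn0005391) and Yp3 (FBgn0004047) were higher in XX than in XY, with log2 fold changes of 9.79 (SE 2.32), 9.47 (SE 2.24) and 8.49 (SE 1.79) and adjusted p of 0.0301, 0.0301 and 0.0185 in that test. Of 14 alternatives, 6 left the adjusted p of Yp1 at 0.05 or more, 6 that of Yp2 and 3 that of Yp3, with ranges of 1.51e-07 to 0.116, 2.3e-07 to 0.116 and 8.26e-08 to 0.0849. For each of these genes, every XX library lay above every XY library, with Yp1 at 123695 to 158171 in XX and at 107 to 232 in XY. The fit takes the spread of each gene from all 12 libraries, including those of tra2 XY, where Yp levels differed strongly between replicates. In tra2 XX heads, Yp1 fell by 10.83 on the log2 scale against XX (SE 2.42, adjusted p = 0.0108 from edgeR's quasi-likelihood test). Yp2 and Yp3 fell by 10.24 and 8.16. Against XY males, tra2 XX heads differed by −1.04 for Yp1 (SE 1.71, adjusted p = 0.734), −0.78 for Yp2 (adjusted p = 0.793) and 0.33 for Yp3 (adjusted p = 0.90) in edgeR's quasi-likelihood test. Of the alternatives, the fit without tra2 XY replicate 1, chosen after the data had been seen, gave an adjusted p of 0.0384 for Yp1 (0.0970 for Yp2) in that test, and DESeq2 gave none for Yp1. The Yp1 counts were 54.9 to 103 in the 3 tra2 XX libraries and 107 to 232 in the 3 XY libraries.
The Yp values in tra2 XY rest on 1 library. Yp1 was at 63752 normalized counts in tra2 XY replicate 1 and at 59.0 and 56.5 in replicates 2 and 3, against 74.6 ± 25.4 in tra2 XX and 155 ± 67.3 in XY (SD, n = 3 each). Over all 3 replicates, the log2 fold change of tra2 XX over tra2 XY was −8.14 for Yp1 (SE 2.19, adjusted p = 0.272), −7.44 for Yp2 (adjusted p = 0.291) and −5.28 for Yp3 (adjusted p = 0.323) in edgeR's quasi-likelihood test. These adjusted p ranged from 0.0177 to 0.723, from 0.0384 to 0.768 and from 0.00428 to 0.768 over the alternatives. Without replicate 1, the values reversed to 0.39, 0.65 and 0.51 with adjusted p of 0.515, 0.254 and 0.241 in the same test. Adjusted over the list alone of these 5 roX and Yp genes, all 5 were lower in tra2 XX than in tra2 XY, against 2 when adjusted over all genes tested. For XX over XY, all 5 passed under both adjustments.
The tra2 transcript (FBgn0003742) fell by 1.06 on the log2 scale in tra2 XX against XX (SE 0.18, adjusted p = 0.00241 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). msl-2 (FBgn0005616) differed by −0.79 between XX and XY (SE 0.13, adjusted p = 0.00639 in that test; 0.0698 at most over the alternatives, with 1 of 14 at 0.05 or more). Sxl (FBgn0264270), tra (FBgn0003741) and dsx (FBgn0000504) differed by 0.59, 0.58 and 0.35 with adjusted p of 0.0731, 0.0939 and 0.149 in edgeR's quasi-likelihood test. The paper states that differences regulated upstream of tra2, with the roX genes as an example, stayed XY-biased, and that genes downstream of tra2, with the Yp genes as an example, came down to male levels in transformed flies.

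**Figure D1:**
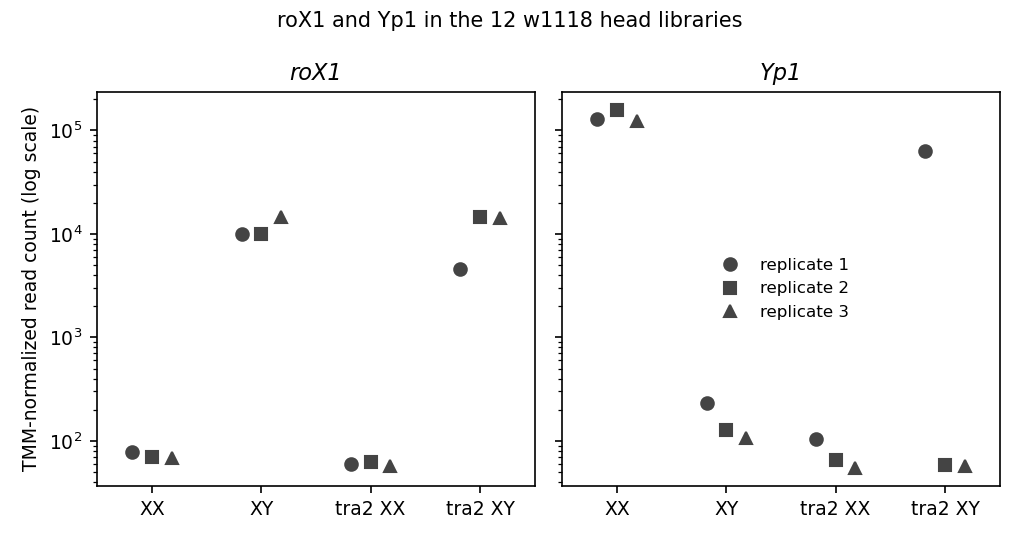
TMM-normalized counts (log scale) of roX1 and Yp1 in the 12 w1118 libraries, 3 per group. Yp1 reaches 63752 in tra2 XY replicate 1 and lies at 59.0 and 56.5 in replicates 2 and 3.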

**Figure 2:**
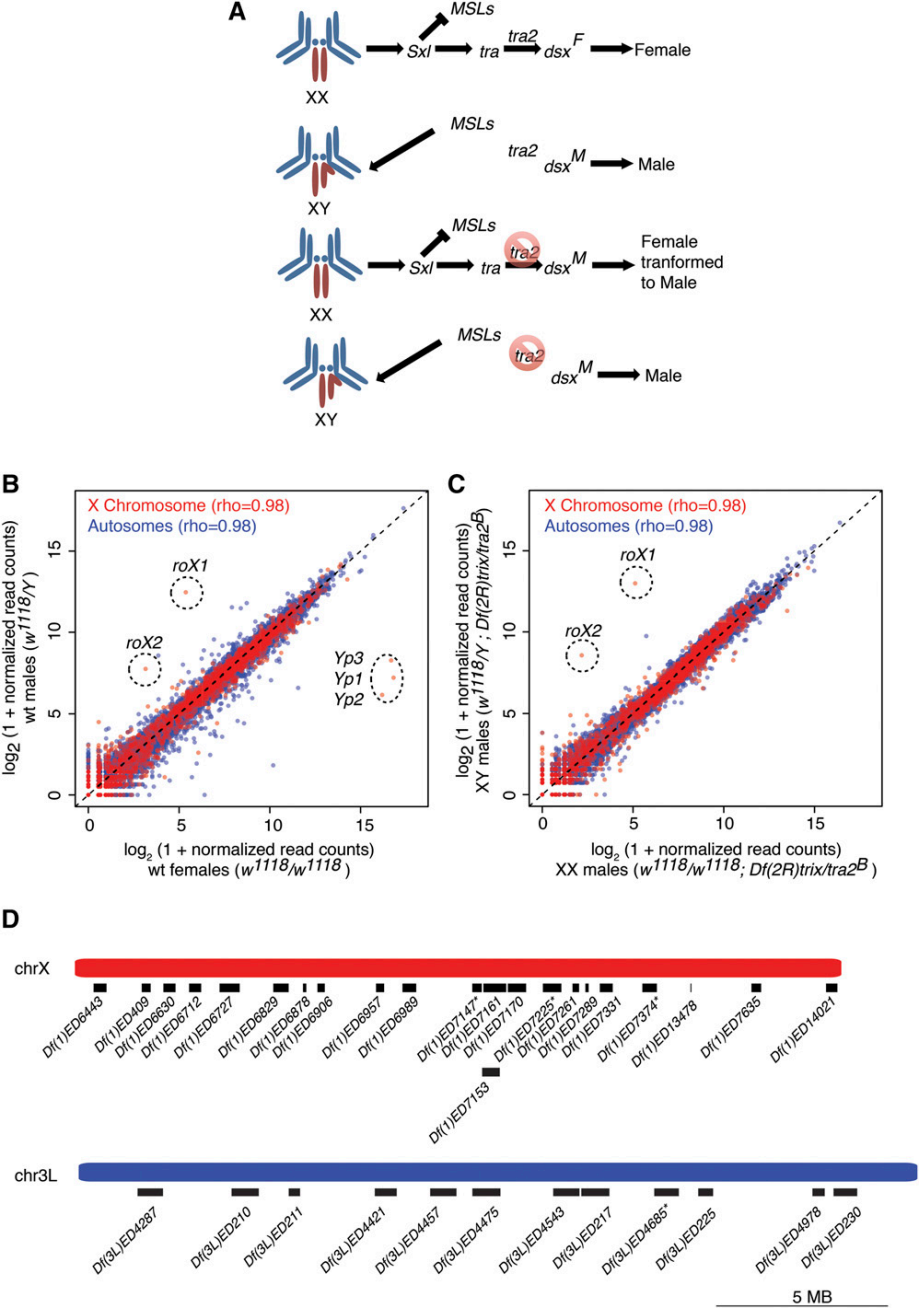
Gene expression in wild-type and sex-transformed heads. (A) Cartoon of sex determination (from top) in wild-type females with two X chromosomes (XX), wild-type males (XY), females transformed into males (XX), and control males for *tra2* (XY). Left panel shows sex chromosomes (red) and autosomes (blue). Major components of the sex determination hierarchy are *Sex-lethal* (*Sxl*), the MSL complex, *transformer* (*tra*), *transformer2* (*tra2*), and *doublesex* (*dsx*). *Dsx* encodes female (F) and male (M) transcripts due to alternative splicing mediated by *tra* and *tra2*. Mutations in *tra2* are indicted (red circle/slash). Gene expression scatterplots of wild-type XY male *vs.* XX female heads (B), or *tra2* mutant heads from XY males *vs.* XX females transformed into males (C), with genes and global correlations for X (red) and autosome (blue) indicated. Genes with the most dramatic gene expression differences are shown (dotted circles). (D) Cartoon of 22 X chromosome (red) and 12 autosomal (blue) *Dfs* used in this study, including three X chromosome and one autosomal *Dfs* (asterisk) excluded from analysis (see Table 1). Scale bar is as shown.

### Gene expression by chromosome and gene dosage

If the X chromosome is inherently less or more sensitive to gene dosage reduction than autosomes, then we should observe differences between the dosage responses of chromosome X and 3L in XX females and in XX females transformed into males. To generate these hemizygous segments on the X and autosomes, we chose 12 deficiencies (*Dfs*) on chromosome 3L as controls and 22 *Dfs* on the X chromosome (Figure 2D). To avoid any potential bias associated with a particular chromosomal location, we selected a distribution along the length of the chromosome arms. 

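The bars of Figure 2D were measured against its scale bar. The 22 X bars were between 0.0588 and 0.676 Mb long (median 0.368 Mb), and the 12 bars on 3L were between 0.324 and 0.853 Mb long (median 0.75 Mb). The genes deleted in each line were located as the best run of lowered neighbouring genes, found in the libraries of one group and then measured in the libraries of another group, so that no library chose the genes it was measured on. Among the lines analysed, a run was used for 18 X Dfs and 11 3L Dfs. Under the bar of the remaining X deficiency, Df(1)ED14021, the annotation holds 0 genes of the tables, so that no dosage ratio could be measured for it. The place of this bar is extrapolated, because it lies beyond the last segment used to link X bars to the annotation. In XX, the segments held between 5 and 76 annotated genes on X and between 19 and 136 on 3L. The corresponding ranges in tra2 XX were 5 to 80 and 21 to 136. The segment of Df(1)ED7153 lies within that of Df(1)ED7161 in both groups. Counts of hemizygous X genes include the shared genes once for each Df. Tests and intervals over Dfs treat both Dfs as separate units, although they share these genes. The segments located for XX and for tra2 XX differed most in Df(1)ED6906, whose bar is 0.24 Mb long, with 125 kb and 9 genes for XX and 572 kb and 46 genes for tra2 XX.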

We also avoided deletions reducing the dosage of genes known to be involved in dosage compensation or sex determination, because these could also confound our baseline measurements. 

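For each deficiency, the extent was the length of its bar and the response was the median log2 ratio of its hemizygous genes to the same genes in lines where they are not deleted. In XX, Spearman's rho between extent and response over 29 Dfs was 0.142 (two-sided permutation p = 0.462) and Pearson's r was 0.195 (p = 0.309). Leaving out the 2 Dfs farthest from the median extent gave r = 0.252. In tra2 XX, rho over 29 Dfs was −0.145 (permutation p = 0.452) and r was −0.194 (p = 0.331; −0.193 without the 2 farthest). Over the 11 3L Dfs in XY, rho was 0.420 (permutation p = 0.197) and r was 0.365 (p = 0.266; 0.459 without the 2 farthest). None of the 3 relations had an adjusted p under 0.05 (Benjamini-Hochberg), with 0.462 for each rho and 0.331 for each r. Within chromosomes, r in XX was 0.312 for X Dfs (permutation p = 0.205) and 0.0155 for 3L Dfs (p = 0.964), and 0.186 and −0.377 without the 2 farthest. In tra2 XX, r was −0.147 for X Dfs (permutation p = 0.573) and 0.341 for 3L Dfs (p = 0.313). Without the 2 farthest, it was −0.279 (permutation p = 0.308) and 0.747 (p = 0.0367, not adjusted for the number of relations). Taking the number of genes in the segment as the extent turned rho in tra2 XX to 0.07, and the 3L Dfs alone gave 0.24 there. Without Df(1)ED6906, chosen after the data had been seen, rho in tra2 XX was −0.0786 (permutation p = 0.688) and r −0.0736 (p = 0.709; −0.0759 without the 2 farthest).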

Although it is possible that relatively small deletions show different dosage responses than whole chromosomes, we observed no correlation between *Df* extent and compensation level (not shown), as previously reported for the chromosome arm 2L (Malone *et al.* 2012).

We first looked at expression genome-wide in the samples parsed by chromosome arm with expression of hemizygous genes from *Df/+* chromosome regions binned separately (Figure 3, A–C). This analysis showed a strong bias for higher expression levels for chromosomes X and 4 genes in the regions of the genome with wild-type gene content. 

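FPKM values were averaged over the replicates of each of 33 XX lines, 32 tra2 XX lines and 13 XY lines, and the median of log2(FPKM + 1) over the genes of each arm was taken, leaving out the genes deleted in the line. Each arm was compared with the other autosomal arms by the exact permutation distribution of the median over genes (two-sided), which treats genes as independent although they are not. The median of X genes was 2.38 in XX (SD 0.19 over lines, 2570 genes), 0.61 above the other autosomal genes (permutation p = 9.46e-06, adjusted p = 1.55e-05 over 18 comparisons). In tra2 XX the X median was 2.14, higher by 0.54 (permutation p = 0.000323, adjusted p = 0.000484), and in XY 2.55, higher by 0.66 (permutation p = 4.87e-06, adjusted p = 8.76e-06). Chromosome 4, with 108 genes, had medians of 4.69, 4.44 and 4.97 in XX, tra2 XX and XY, higher by 2.98, 2.91 and 3.09 (adjusted permutation p of 1.63e-15, 1.99e-14 and 1.76e-16). Arm 3R was also higher, by 0.65, 0.64 and 0.62 (adjusted permutation p of 3.45e-06, 5.74e-07 and 1.49e-06). Arms 2R and 3L did not differ, with 2R at 0.02, −0.00 and 0.06 and 3L at −0.11, −0.12 and −0.12 (adjusted permutation p between 0.517 and 0.996). Normalized read counts in place of FPKM moved these arms most, with 3L in XX at 0.29 (permutation p = 0.349). With genes over 0 FPKM only, 2R was higher in XX, tra2 XX and XY by 0.28, 0.19 and 0.29 (permutation p of 0.00719, 0.0438 and 0.00392, unadjusted), and 3L differed by −0.30, −0.28 and −0.21 (permutation p of 0.00545, 0.00248 and 0.0330, unadjusted).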

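Arm 2L had a median log2(FPKM + 1) of 1.03 over 3370 genes in XX (SD 0.21 over lines), −1.02 from the other autosomal arms (exact permutation p = 2.32e-15, adjusted p = 1.39e-14 over the 18 comparisons). The medians were 0.93 in tra2 XX and 1.16 in XY, with differences of −0.92 and −0.99 (adjusted permutation p of 1.46e-13 and 5.86e-14). No line of any group had a 2L median above 1.66.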

Chromosome 2L showed reduced overall expression in heads. This gene-content uncorrected analysis also showed essentially no compensation for X chromosome genes and a collapse in the expression of hemizygous genes on chromosome 3L. 

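Genes in the segments of both Df(1)ED7153 and Df(1)ED7161 are counted here once for each Df. Pooled over the lines, the 626 X genes that were hemizygous in XX had a median log2(FPKM + 1) of 1.78. The same genes had 2.51 in lines with 2 copies. For the 819 hemizygous 3L genes the values were 0.74 and 1.09. In tra2 XX, 703 hemizygous X genes had a median of 1.48 against 2.01 with 2 copies, and 798 hemizygous 3L genes 0.70 against 1.18. In XY, 815 hemizygous 3L genes had a median of 0.85 against 1.27. With 2 copies as with 1, the median of the 3L genes was below that of the X genes.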

At face value, these observations show clear differences in baseline compensation between the X chromosome and the autosomes.

**Figure 3:**
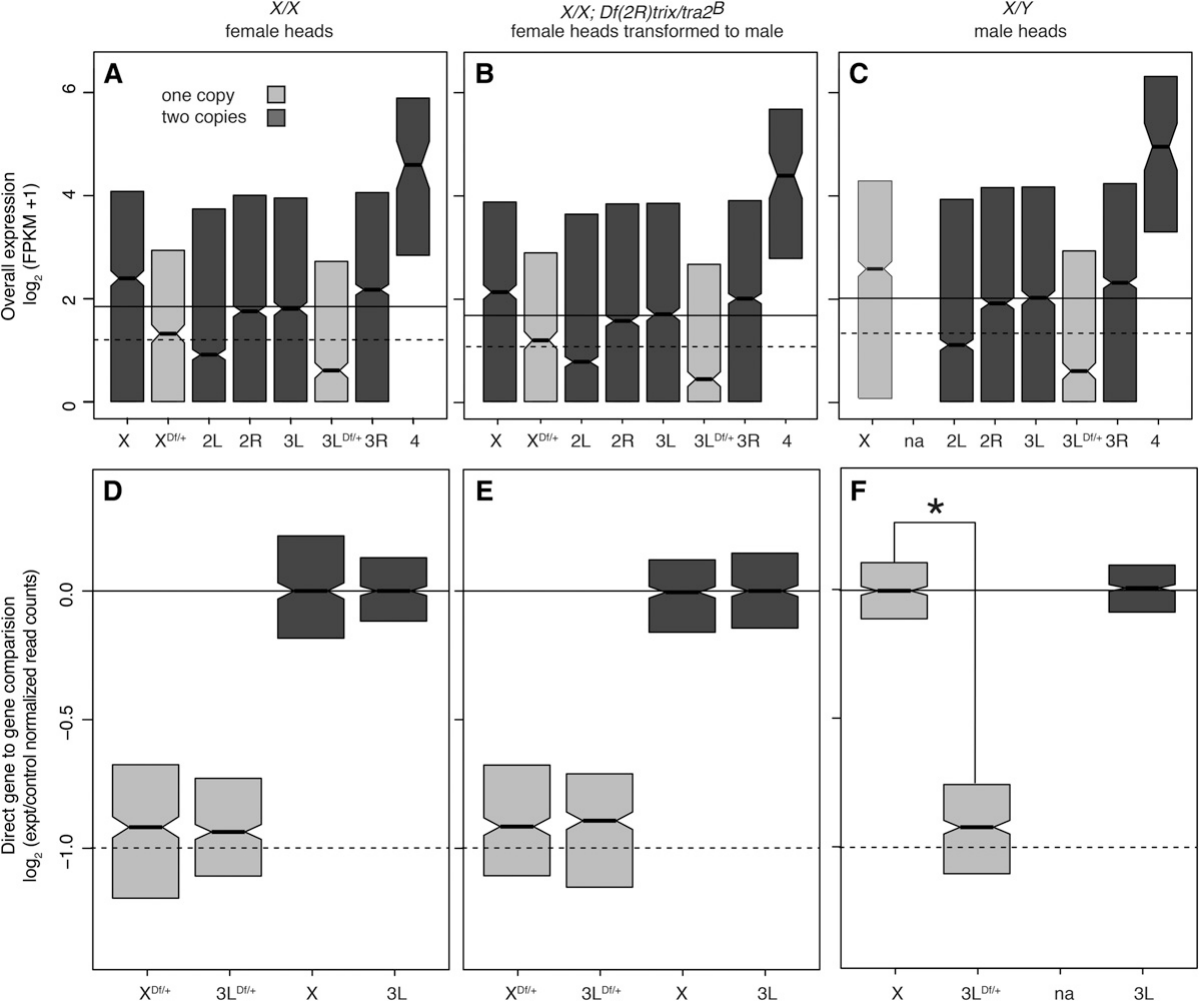
Dosage response boxplots. (A–C) Head gene expression values by chromosome arm, including a separate category for *Df/+* segments. (D–F) Ratiometric plots comparing the expression of genes in *Df/+* segments to the same genes in *+/+* (light). The controls (dark) were selected based on sampling the same number of genes as found in the experimental set. The *+/+* genes from *Df/+* flies were compared to the same *+/+* genes from *+/+* flies, or +/Y in the case of X-linked genes in XY males. (A, D) Females. (B, E) Females transformed into males. (C, F) Males. Plots show interquartile range (IQR; box), medians (bar), and confidence interval (±1.57 × IQR/√N).

However, expression variance by linkage and by sampled region could also be due to differing chromosome and/or regional gene content as a confounding factor for analyzing dosage effects. For example, when we simply examined expression levels, median chromosome 2L expression was lower than expression hemizygous genes in *Df/+* regions on the X chromosome. These overall expression levels were essentially the reciprocal of the gene expression bias in reproductive tissues (Parisi *et al.* 2003; Sturgill *et al.* 2007), suggesting that different gene content, not dosage responses *per se*, are responsible. Specifically, there is under-representation of genes with male-biased expression in reproductive tissues on the X chromosome and fourth chromosome, and we show over-representation of genes expressed in heads on these chromosomes. 

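Median log2(FPKM + 1) of the hemizygous X segments, taken over 18 lines, was 1.81 in XX (SD 0.90) and 1.51 in tra2 XX (SD 0.84). Arm 2L ranged from 0.70 to 1.66 over the XX lines and from 0.76 to 1.23 over the tra2 XX lines. Single hemizygous X segments spanned from 0.09 to 2.74 in XX, which includes the whole range of 2L. The 3L segments stood at 0.83, 0.77 and 0.96 over 11 lines in XX, tra2 XX and XY.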

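In the deposited FPKM table, 27.3% of the 2570 X genes were at 0 FPKM, 60.0% exceeded 1 FPKM and 34.2% exceeded 10 FPKM. Of the 108 genes on chromosome 4, 6.48% were at 0, 88.0% exceeded 1 FPKM and 72.2% exceeded 10 FPKM. On 3R, 28.7% of 3916 genes were at 0 and 33.2% exceeded 10 FPKM.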

Given that chromosome 4 is derived from an ancient X (Vicoso and Bachtrog 2013), these data suggest selection favors X linkage for genes expressed at high levels in heads. This is reminiscent of mammals where genes highly expressed in the brain are preferentially X chromosome–linked (Vallender and Lahn 2004). 

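Of the 3370 genes on 2L, 40.7% were at 0 FPKM, 49.0% exceeded 1 FPKM and 28.4% exceeded 10 FPKM. On 2R, 33.7% of 3486 genes were at 0 and 31.8% exceeded 10 FPKM, and on 3L 32.8% of 3237 genes were at 0 and 31% exceeded 10 FPKM.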

Reciprocally, there is an over-representation of genes with male-biased gene expression on chromosome 2L, and we show depletion for genes with high expression in heads on 2L. For our purpose here, sex-biased content is a confounding factor that hinders comparison of X chromosome expression levels with those of the autosomes.

Comparing the expression of the same genes when present in different copy number eliminates the effect of gene content differences (Figure 3, D–F). 

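Dosage ratios were computed for genes whose reference exceeded 6 normalized read counts. A gene deleted in both Df(1)ED7153 and Df(1)ED7161 entered once for each Df. The ratio was the mean over the replicates of the Df/+ line over the median of all other libraries of the group in which the gene was not deleted, and the compensation is 2 times the median ratio, which gives 1 without compensation. In XX, the median log2 ratio of 383 hemizygous X genes in 18 Dfs was −0.88 (95% bootstrap interval over Dfs −0.94 to −0.84), a compensation of 1.08-fold (1.04 to 1.12). The 419 hemizygous 3L genes in 11 Dfs had a median of −0.91 (−0.93 to −0.89), or 1.07-fold (1.05 to 1.08). In tra2 XX, 410 X genes in 18 Dfs had a median of −0.87 (−0.93 to −0.77), or 1.09-fold (1.05 to 1.17), and 414 3L genes in 11 Dfs −0.90 (−0.92 to −0.87), or 1.07-fold (1.05 to 1.10). The quartiles of the log2 ratio were −1.14 and −0.66 for X and −1.07 and −0.74 for 3L in XX. The SD between the medians of single Dfs was 0.12 and 0.06 on X and 3L in XX, and 0.21 and 0.09 in tra2 XX. Genes that are not deleted had median log2 ratios of 0.01 for X and 0.01 for 3L in XX. Of the alternatives, FPKM in place of normalized read counts moved a median most, to −1.0 for 3L genes in tra2 XX.
In 1 of the 206 libraries measured, Df(1)ED7331/+ tra2 XX replicate 3, the line's 46 deleted genes had a median log2 ratio of −0.14, against −1.11 and −0.92 in the other 2 replicates. Without it, a setting chosen after the data had been seen, the median of X genes in tra2 XX was −0.90. In Df(1)ED6906, the 16 genes measured in tra2 XX had the highest median of any deficiency, but their segment is longer than its bar in Figure 2D and so can hold genes that are not deleted. Without this deficiency, a setting also chosen after the data had been seen, the median of X genes in tra2 XX was −0.88.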

When we examined expression of a given gene when hemizygous, compared to the median expression of that gene in all lines (by bootstrapping), we observed a much more consistent dosage response, characterized by a strong decrease in median expression, with a median compensation level of ∼1.1-fold, in the case of both *Dfs* of chromosomes X and 3L. 

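With the deficiency as the unit, the mean of the Df medians differed between X and 3L by −0.01 in XX (18 and 11 Dfs, two-sided permutation p = 0.828) and by 0.09 in tra2 XX (p = 0.178). Over the alternatives that kept the deficiency as the unit, this p ranged from 0.307 to 0.934 in XX and from 0.0504 to 0.622 in tra2 XX. In XX the sign turned positive under several settings, and FPKM gave the largest value, 0.05 (permutation p = 0.484). With genes as the units, the difference was 0.02 in XX (permutation p = 0.506) and 0.10 in tra2 XX (p = 0.00804), but genes of the same deficiency are not independent. Without Df(1)ED7331/+ tra2 XX replicate 3, the difference in tra2 XX was 0.07 (permutation p = 0.326). Without Df(1)ED6906, also chosen after the data had been seen, it was 0.05 (permutation p = 0.232). The medians of single Dfs lay between −1.16 and −0.70 on X in XX and between −1.05 and −0.14 on X in tra2 XX.

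**Figure D2:**
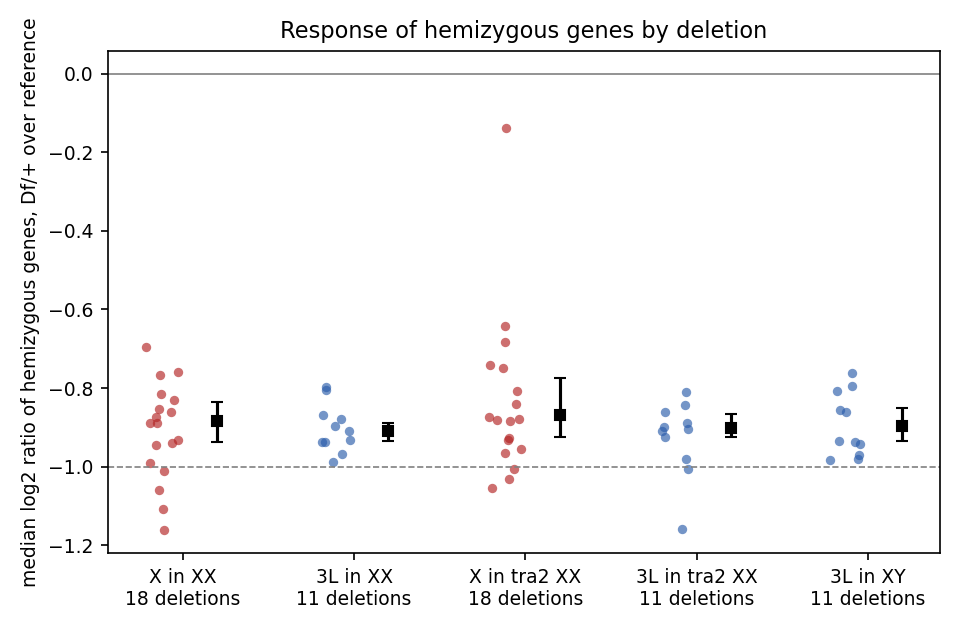
Median log2 ratio of the hemizygous genes of each deficiency by group and chromosome, with a black square for the median over genes and its 95% bootstrap interval. The medians over genes lie between −0.91 and −0.87, and the X deficiency highest in tra2 XX, at −0.14, is Df(1)ED6906, whose segment there is longer than its bar.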

In both XX females and XX females transformed into males, the expression of hemizygous X chromosome and autosome genes was not significantly different, and there was not even evidence of a trend (Figure 3E). 

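In XY, 423 hemizygous 3L genes in 11 Dfs had a median log2 ratio of −0.90 (95% bootstrap interval over Dfs −0.94 to −0.85), or 1.07-fold (1.05 to 1.11), with an SD of 0.08 between Dfs. X genes in the same 11 lines, which have 1 copy in every XY library, had a median log2 ratio of 0.04 over 1537 genes against the 6 XY libraries without a Df (SD 0.0149 over lines, range 0.019 to 0.057). Because these lines share the 6 reference libraries, no p is given for that value. Against all other XY libraries, the reference of the dosage ratios, the median of X genes in these lines was −0.0042. With that reference for both, the difference between hemizygous 3L genes and X genes was −0.90 (exact sign-flip test, two-sided p = 0.000977, the smallest that 11 lines allow). X genes have 1 copy on both sides of their ratio, so it does not measure X compensation. The test therefore shows the fall of deleted 3L genes only, and the lines share reference libraries here too. Against w1118 XX, X genes in w1118 XY had a median log2 ratio of −0.04 over 1550 genes, compared with 0.01 over 7781 autosomal genes. That is a compensation of 1.95-fold for X genes. The difference of −0.04 between X and autosomes per library had an exact permutation p of 0.1 (two-sided), the smallest that 3 libraries against 3 allow. In OreR heads the X median was 0.05 and the autosomal median 0.05, and the difference per library was 0.01 (exact permutation p = 0.8).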

In XY males, X chromosome compensation was not significantly different from perfect, whereas compensation of autosomal hemizygosity was similar to that observed in XX fly heads (Figure 3F). These data indicate that the X chromosome has a generic response to decreased gene dosage that is similar to that of the autosomes.

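The response of X Dfs differed between XX and tra2 XX by −0.08 over 18 Dfs (SD 0.27, two-sided permutation p = 0.26), with 8 of the 18 higher in XX. Without Df(1)ED6906, a setting chosen after the data had been seen, it was −0.022 over 17 Dfs (SD 0.14, permutation p = 0.521). For the 11 3L Dfs, the differences were 0.02 between XX and tra2 XX (exact sign-flip p = 0.636), −0.01 between XX and XY (p = 0.786) and −0.03 between tra2 XX and XY (p = 0.339). The difference between X and 3L itself changed by −0.10 from tra2 XX to XX (permutation p = 0.291), and by −0.05 without Df(1)ED6906 (p = 0.405). Over these 5 comparisons, the adjusted p (Benjamini-Hochberg) lay between 0.565 and 0.786. The paper states that the X chromosome has a generic response to reduced dosage similar to that of the autosomes.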

## Discussion

*Drosophila melanogaster* sex chromosomes are thought to have arisen from an autosome pair and diverged to the current state by the gradual loss of genes on the nonrecombining Y chromosome (Vicoso and Charlesworth 2006). With the loss of more and more genes from Y chromosome, the chromosome-wide dosage compensation mechanism evolved as an effective machine for balancing X chromosome gene expression in flies with a highly degenerate Y chromosome. According to theory, the initial compensation for the one-dose genes on proto-X should be the same as the autosomal ancestor, which we suggest is the ∼1.1-fold upregulation we observed in this study. If the X chromosome became hemizygous little by little rather than all at once (Marin *et al.* 2000), then this might have provided time for selection to strengthened transcriptional regulatory interactions either before or during the emergence of the chromosome-wide compensation system. Additionally, the evolution of X chromosomes with a gradually degenerating Y chromosome should result in selection against chromosome-wide dosage compensation when the Y is young due to deleterious overexpression of genes with functional alleles on both the X and Y chromosomes. This shifting selection during the course of X chromosome evolution might result in strengthened compensation or selection for gene content that favors X-linkage for genes with more robust gene regulation. We found very little evidence for inherent differences between X and autosome compensation, suggesting that the extant X has the same inherent dosage response as an autosome. This is somewhat surprising given that the X chromosome shows a specialized chromatin structure in females and males (Zhang and Oliver 2010; Lee *et al.* 2014) and responds differently to gene dosage balance *in trans* (Sun *et al.* 2013), in addition to the evolutionary history outlined above.

The generic response observed for the X and autosomes is consistent with gene regulation playing a role in the response to copy number. For any given gene, we observed a significant correlation in compensation values among female, male, and sex-transformed flies bearing the same *Dfs* (not shown), supporting the idea that inherent gene-specific compensation levels contribute to the general dosage response (Malone *et al.* 2012). This includes evidence for additive effects of generic and chromosome-wide regulation (genes with the best compensation in Df/X flies tend to be overcompensated in XY flies), as previously reported in S2 cells (Zhang *et al.* 2010). 

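Spearman's rho between the log2 ratios of the same hemizygous genes was 0.232 between XX and tra2 XX (781 genes in 29 Dfs), 0.459 between XX and XY (414 genes in 11 Dfs) and 0.340 between tra2 XX and XY (411 genes in 11 Dfs). Each had a permutation p of 0.0001 when genes were permuted within Dfs, the smallest that 10000 permutations can give, and an adjusted p of 0.00012 over 6 relations. Pearson's r was 0.354, 0.733 and 0.526. These are correlations across genes, which are not independent replicates. Between XX and tra2 XX, rho was 0.280 for X genes alone and 0.179 for 3L genes alone. The largest change came from lines without a Df as the reference, which gave 0.420, 0.646 and 0.359.
Flanking genes, which are not deleted, were also correlated, with rho of 0.124 (permutation p = 0.0007), 0.294 and 0.243. The rho of hemizygous genes exceeded that of flanking genes by 0.108 (95% bootstrap interval −0.046 to 0.259), 0.165 (−0.027 to 0.342) and 0.097 (0.0037 to 0.223).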

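The log2 ratio of each hemizygous X gene was compared with its log2 ratio of XY to XX in w1118 heads. For Dfs in XX, rho was 0.287 across 379 genes (permutation p = 0.0001, the smallest possible; adjusted p = 0.0002 over 4 relations) and r was 0.370. For Dfs in tra2 XX and the ratio of tra2 XY to tra2 XX, rho was 0.298 (permutation p = 0.0001, adjusted p = 0.0002) and r was 0.483. In these relations the Df/+ ratio and the sex ratio come from the same group, XX or tra2 XX. Across groups, rho was 0.0694 for Dfs in XX against tra2 XY over tra2 XX (380 genes, permutation p = 0.271, adjusted p = 0.271) and 0.0671 for Dfs in tra2 XX against XY over XX (407 genes, permutation p = 0.156, adjusted p = 0.208). Pearson's r was 0.131 (permutation p = 0.0413, adjusted p = 0.0551) and −0.126 (permutation p = 0.0774) in the latter pair. Without tra2 XY replicate 1, a setting chosen after the data had been seen, r of the former was 0.155 (permutation p = 0.0092) and its rho 0.0599 (p = 0.309). With the sex ratio taken from OreR heads, rho was 0.135 for Dfs in XX (permutation p = 0.014) and 0.179 for Dfs in tra2 XX (p = 0.0001), and r was 0.221 (permutation p = 0.0003) and −0.0869 (p = 0.319).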

We found median compensation (1.1-fold) at the low end of the previously reported range (1.1- to 1.8-fold) for partial compensation in *Drosophila* adults and cell lines (Johansson *et al.* 2007; Stenberg *et al.* 2009; McAnally and Yampolsky 2010; Zhang *et al.* 2010; Lundberg *et al.* 2012; Malone *et al.* 2012). Many of the differences in compensation values in these studies are due to low expression cutoff decisions. Increasing the cutoff values in the previous datasets also results in lower compensation values and decreasing the low expression cutoff values increased median compensation values in the dataset reported here (not shown). Thus, either there is better compensation of genes with low expression (Stenberg *et al.* 2009; Malone *et al.* 2012) or there is data compression due to expression noise and nonlinearity at low expression levels (Malone and Oliver 2011; Wang *et al.* 2014), or both. Additionally, reanalysis of cell line RNA-Seq datasets using more conservative low expression cutoffs, newer short-read aligners, and copy number callers (Boeva *et al.* 2012; Langmead and Salzberg 2012; Kim *et al.* 2013) showed consistent partial compensation ≤1.2-fold in most cell lines (H. Lee and B. Oliver, unpublished data). 

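With no cut-off, and then at 1, 6, 20, 100 and 500 normalized read counts, the compensation of X genes in XX was 1.09, 1.09, 1.08, 1.08, 1.07 and 1.07-fold. From no cut-off to 500, it fell by 0.021 for X genes and by 0.018 for 3L genes in XX. In the other groups it did not fall, with changes of −0.033 for X genes and −0.006 for 3L genes in tra2 XX and of −0.013 for 3L genes in XY, where a negative value is a rise with the cut-off. The SD of these values between replicates was 0.0193, 0.0189 and 0.0173, larger than both changes for 3L genes. A pseudocount of 1 turned the change for 3L genes in tra2 XX and XY positive, at 0.030 and 0.043. When the cut-off was applied to the expression in another group, the change for X genes in XX was −0.011.
By level of the reference in XX, the compensation was 1.51-fold for 44 hemizygous genes over 0 and up to 1 normalized read count, 1.20-fold for 121 genes over 1 and up to 6, and 1.06-fold for 184 genes over 500. Between these it was 1.12, 1.08 and 1.07-fold from 6 to 20, 20 to 100 and 100 to 500. Over the same 6 levels, from the lowest to the highest, it was 1.11, 1.11, 1.05, 1.08, 1.08 and 1.11-fold in tra2 XX and 1.07, 1.17, 1.17, 1.08, 1.05 and 1.09-fold in XY. In XX, genes that are not deleted showed a similar course, with median ratios of 1.3 for 483 genes up to 1, 1.07 from 1 to 6 and 0.992 over 500.

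**Figure D3:**
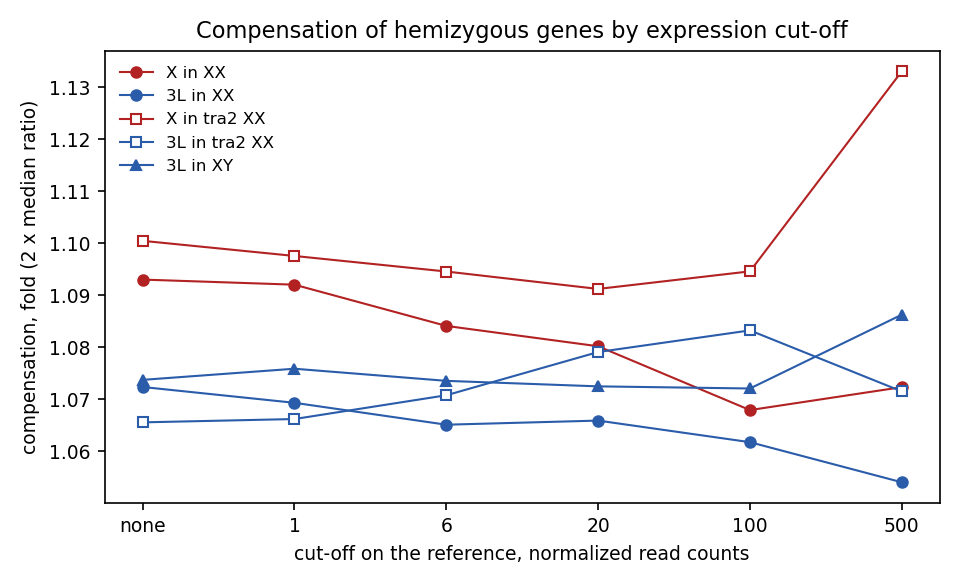
Compensation (2 times the median ratio of hemizygous genes) at each low expression cut-off, by group and chromosome. X genes in XX fall from 1.09 to 1.07-fold and X genes in tra2 XX rise from 1.10 to 1.13-fold.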

Human HeLa cells also show ∼1.2-fold compensation (Landry *et al.* 2013). However, even within a study with common methods and data handling, there are unexplained outliers (Lee *et al.* 2014). This highlights the importance of using carefully matched experimental and control biological samples and careful consideration of data handling in the analysis of dosage compensation. Given that X chromosome dosage compensation is very close to two-fold, whereas the effect of MSL mutations and gain-of-function are not, and given that the X does not appear to show boosted gene-by-gene compensation, then a substantial amount of X chromosome dosage compensation remains unexplained.

## Supplementary Material

Supporting Information

# Supplementary material for: X Chromosome and Autosome Dosage Responses in Drosophila melanogaster Heads
**Source:** G3 (Bethesda). 2015 Apr 7;5(6):1057–63. doi: 10.1534/g3.115.017632
**Supplement:** Supporting Information

X Chromosome and Autosome Dosage Responses in Drosophila melanogaster Heads — Supporting Information 

# X Chromosome and Autosome Dosage Responses in *Drosophila melanogaster* Heads

## Supporting Information for Chen and Oliver, 2015

**Files in this Data Supplement:**

- File S1 - Summary of differentially expressed genes between heads due to sex. (.xls, 225 KB)

How the deposited data were processed for this re-analysis (not part of the article)

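RNA-Seq was made from pools of 10 heads of adults aged 5 d. The labels name 249 libraries, with 22 X and 12 3L deficiencies, and the paper left out 14 of them, so that 235 libraries of 79 conditions were used, with 19 X and 11 3L deficiencies. The paper calls the groups XX females, XY males, XX females transformed into males and XY males with tra2 mutations. The groups with tra2 alleles are written tra2 XX and tra2 XY. The libraries left out were those of Df(3L)ED4685/+, 3 in each of XX, tra2 XX and XY, 1 each of Df(1)ED7225/+ and Df(1)ED7374/+ in XX and 3 of Df(1)ED7147/+ in tra2 XX. They were used only for the check of Df(3L)ED4685 and for the depth of all libraries. Neither the labels nor the paper give a sequencing batch or date, so no relation could be recomputed within batches.

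The authors mapped the reads to release 5 of the FlyBase genome with Tophat, keeping unique mappings, and deposited the read counts per gene and per spike-in RNA from HT-Seq, without normalization. The count table holds 17142 genes, 96 spike-in RNAs and 5 lines that name no gene. Reads that named no gene were 7.12% of all reads, 1.97% outside genes and 5.15% on more than 1 gene, and spike-ins took 1.19%. The authors also deposited a normalized signal per gene, the read count divided by 1 DESeq2 size factor per library, without spike-ins. Raw counts divided by the factor of each library differed from that signal by at most 3.03e-09. FPKM values for 17062 genes were made by the authors with cufflinks. The paper's text names neither the options of HT-Seq and cufflinks nor the design of its DESeq2 comparison. The expression in intergenic regions is not analysed here.

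Gene symbols, chromosome arms and gene order were taken from BDGP6, which holds 16815 of the gene identifiers. Because this build differs from that of the authors, no coordinates are given, and bars are given by their length only.

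Reads on genes per library had a median of 7611689 over the 235 libraries and ranged from 667146 to 18679735. With all other reads included, the median was 8276118. In the 12 w1118 libraries the common dispersion was 0.0317. A gene with at most 3 reads in every library of a group was given a fold change only as a lower bound against 3 reads.

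Differential expression was tested on the read counts of the 12 w1118 libraries in 1 fit with edgeR 4.0.16 (TMM normalization, filterByExpr, quasi-likelihood test) in R 4.3.3, for XX over XY, tra2 XX over tra2 XY, tra2 XX over XX, tra2 XX over XY and for the difference between the contrasts with and without the tra2 alleles. P-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. The SE of a log2 fold change was back-calculated from the test, as the absolute log2 fold change over the square root of the F statistic. Normalized counts of single genes in these libraries are on the TMM scale, whereas normalized read counts are those deposited. The alternatives were DESeq2 1.42.0, a fit of the 6 libraries compared, a fit of all 235 libraries, RLE normalization, no filter on low counts, a filter on a mean over 6 normalized read counts, a term for the replicate number, and each library left out in turn. limma 3.58.1 was loaded as a dependency of edgeR. The genes named are those the paper names in its results, white as a check of the labels, and, for each comparison of sexes, up to 3 genes with the largest change in each direction among those past the threshold whose groups do not overlap. In the counts of these comparisons, the groups had 3 libraries each.

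Dosage ratios were computed in Python 3.11.15 (numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9) from the normalized read counts as deposited. The ratio of a gene was the mean of the Df/+ replicates over the median of the other libraries of the group in which the gene is not deleted, for genes whose reference exceeded 6. Deleted genes were located as the best run of lowered neighbouring genes in the libraries of another group. Genes in the segments of both Df(1)ED7153 and Df(1)ED7161 were counted once for each deficiency. Differences between X and 3L were tested by permuting deficiencies (100000 permutations, two-sided), paired differences by exact sign flips where 11 deficiencies were compared, and intervals came from 10000 bootstrap samples of deficiencies. Relations across hemizygous genes were tested by 10000 permutations within deficiencies. The interval of the difference to flanking genes used 2000 bootstrap samples. The alternatives were no cut-off, a cut-off of 50, FPKM, TMM normalization, libraries without a deficiency as the reference, the segments as drawn in Figure 2D, the same trimmed by 100 kb at each end, a pseudocount of 1, genes as units, and each replicate number left out in turn.

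Expression by arm used the median of log2(FPKM + 1) per line. The test compares the median of an arm with the medians of random sets of as many genes, and the exact distribution of that median was used in place of the 100000 random sets first planned. Alternatives were a pseudocount of 0.1, genes over 0 FPKM only, and normalized read counts.

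Tools were tested on simulated data. For 17142 simulated genes, of which 200 were changed, edgeR recovered 88% of 2-fold and 100% of 4-fold changes, with 8.29% of its calls on unchanged genes and 0 calls in a comparison without changes, and DESeq2 recovered 94.5% with 11.7% of calls on unchanged genes. In 235 simulated libraries, 99.5% of deleted genes were located, and simulated ratios of 0.6 and 0.5 were recovered as 0.603 over 411 genes and 0.506 over 421 genes. The deletions simulated were the segments located in the real libraries, and the simulated dispersion was 0.02, below the 0.0317 of the w1118 libraries. This recovery therefore does not show that the ends of the real deletions were found. The exact test gave p = 0.0460 where resampling gave p = 0.0449 (permutation of 200 values), and 5% of 400 simulated comparisons without a difference had a permutation p under 0.05.

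Lists of marker genes of ovary and egg, testis and male reproductive tract, fat body, immune response, photoreceptor and the Y chromosome were compared with 10000 random lists of genes with a similar level. The groups, comparisons, alternatives and lists were set before the data were examined, except the settings said to have been chosen after the data had been seen. The random seed was 1 throughout.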

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

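The tests of a wrong label, of low depth, of counting noise, of ovary RNA and of fat body for the library with Yp transcripts were chosen only after its values were seen.

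The difference between XX and XY heads was compared with the difference between tra2 XX and tra2 XY heads, gene by gene, as an interaction in the fit of the 12 w1118 libraries. It drew attention because the sex difference changed with the tra2 alleles for 102 genes at an adjusted p under 0.05 (edgeR's quasi-likelihood test), 43 up and 59 down, against 1725 genes at an unadjusted p under 0.05. Of the 639 genes called between XX and XY, 91 were among the 102. Of 82 balanced splits of the 12 libraries, 3 gave as many genes, the real one included. The other two both moved tra2 XY replicate 1, together with XY replicate 3, and gave 523 and 199 genes. A further 10 splits drawn from the others gave at most 42. The count depended on single libraries. It was 48, 36 or 27 without XX replicate 1, 2 or 3, and 32, 28 or 341 without XY replicate 1, 2 or 3. It was 111, 46 or 28 without tra2 XX replicate 1, 2 or 3, and 820, 60 or 58 without tra2 XY replicate 1, 2 or 3. These fits were chosen after the data had been seen.

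The tra2 alleles remove the downstream part of the sex determination hierarchy in both tra2 groups, so a loss of sex differences that depend on tra2 is a biological explanation that the design names, and it stays open. Over the 639 genes called between XX and XY, the median log2 fold change of tra2 XX over tra2 XY, taken in the direction of XX over XY, was 0.02 (0.05 over 1333 genes in the fit without tra2 XY replicate 1). Their median absolute log2 fold change in XX over XY was 0.78 (0.59 in that fit). As a set, these genes thus kept almost none of their direction in tra2 heads. Single genes go both ways there, and the median does not tell a loss from a reversal. Among technical explanations, a grouping by chance gave as many genes in 3 of the 82 balanced splits. The library tra2 XY replicate 1 adds to the spread, as described next. RNA of ovary or testis, RNA from the fat body and an immune response are weighed among the other observations.

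Yolk protein transcripts were far higher in tra2 XY replicate 1 than in the other two replicates. The TMM-normalized counts of Yp2 were 93709, 129 and 102 in tra2 XY replicates 1, 2 and 3, and those of roX1 4600, 14663 and 14121. A mixture with RNA from XX heads would lie between XX and the other tra2 XY replicates for every gene that differs between them. The share of XX RNA that this gives was 44.7% from Yp1, 41.4% from Yp2, 38.7% from Yp3, 69.8% from roX1 and 65.0% from roX2. Over 54 other genes higher in XX, the median share was 31.2% (quartiles 14.8% and 45.3%), and over 52 genes lower in XX it was 40.3% (quartiles 13.4% and 55.6%). A segment of 2R that has 1 copy in tra2 flies gives an independent measure. Its 17 genes had a median log2 ratio of 0.24 in replicate 1 over replicates 2 and 3, with a 95% bootstrap interval over genes from −0.41 to 0.83. The 9 libraries of the other w1118 groups gave −0.04 to 0.10. The share from Yp1 would give 0.53 if 2 copies doubled the expression of the segment, and 0.32 with the ratio measured between XY and tra2 XY replicates 2 and 3. The share of XX RNA from the segment was 17.8% and 31.7% under these assumptions.

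Several explanations are argued against. A library wholly from XX or tra2 XX flies under a wrong label would have a low roX1. Its roX1 was 2574 normalized read counts as deposited, against at most 1275 (median 24.0) in 193 XX and tra2 XX libraries. Counting noise at low depth would not give many more reads of Yp1, of which the library held 39069 against 50 and 50 in replicates 2 and 3. RNA of ovary or eggs would raise ovary genes. The median log2 ratio of 9 ovary and egg genes in replicate 1 over the others was 0.079, within −0.48 to 0.49 for other libraries, and 8 eggshell genes had 10 reads against 25 in replicates 2 and 3 together. Tissue of the abdomen without ovary, such as fat body, cannot be told apart from its absence. Fat body genes other than Yp had a median log2 ratio of 0.57 in replicate 1 over the others, within −1.59 to 0.81 for other libraries, from −0.63 for the gene to up to 3.30 for the gene fit, and the head holds fat body too, which keeps it open. Another effect of low depth cannot be told apart from its absence. The library had fewer reads on genes, 6885572, than the other 11 w1118 libraries, which had at least 7794851. Of 72 tra2 XX and XY libraries with still fewer reads, 65 had Yp1 at no more than 10 times the median of their group, which speaks against it, but the 7 above that include the 3 with the fewest reads of all, and so keep it open. Of the 63 with more reads, 7 were above it. RNA from heads of XX flies with 2 copies of the 2R segment cannot be told apart from its absence, because the bootstrap interval of the log2 ratio of 0.24 of the segment holds 0 as well as both values that the share from Yp1 would give. Such a mixture may also underlie the dependence of the tra2 comparison on this library. Without it, 456 genes were called between tra2 XX and tra2 XY, against 25 with it.

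A segment of 2R was lower in flies with tra2 alleles than in flies without them, a signal in genes that the paper does not discuss. The segment holds 34 genes from Dh44-R1 to Uhg5, tra2 among them, of which 17 could be measured. Over these, the median log2 ratio of w1118 tra2 XX to XX was −0.70, with 13 genes under −0.5. In tra2 XY replicates 2 and 3 against XY it was −0.64, with 11 genes under −0.5, whereas 1646 other 2R genes had a median of 0.02. The segment was located in the Df lines, where tra2 XX over XX gave −0.89, so the values in w1118 are independent of its choice. By library, it was −0.85, −0.81 and −0.82 in tra2 XX and −0.36, −0.67 and −0.94 in tra2 XY, the first of the latter being the library with Yp transcripts. A change of sex was argued against, since the same genes had a median of 0.045 in XX over XY. A single copy of the segment in flies that carry Df(2R)trix, the deficiency used as a tra2 allele, is consistent with −0.64 in XY flies, which did not change sex. No other explanation of this segment was tested.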

How the results depend on the processing

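The fits that left out single libraries for the interaction and tra2 XY replicate 1 for other contrasts, the settings without Df(1)ED7331/+ tra2 XX replicate 3 or without Df(1)ED6906 and the CV within conditions for shares of genes were chosen only after the data had been seen.

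Of 59 results of comparisons, 28 kept their direction and their side of the threshold, or moved by less than the spread between replicates, under each of their alternatives, and 31 changed under at least 1. Over 293 alternatives of these results, 202 left the result the same, 7 made it pass the threshold, 69 moved it and 15 reversed it. Of 33 results for named genes, 15 kept their call under each alternative. Over 448 alternatives of these, 48 lost the call, 10 gained it and 3 reversed. The cause was not tested for any change, apart from those that follow from fewer libraries in the fit.

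DESeq2 called 523 and 515 genes between XX and XY and 58 and 22 between tra2 XX and tra2 XY, where edgeR called 318, 321, 15 and 10. With the libraries of all conditions in 1 fit, 187 genes were lower in XX than in XY and 17 lower in tra2 XX than in tra2 XY. With the 6 libraries compared alone, 0 and 2 genes were called in tra2 heads, against 365 and 231 at an unadjusted p under 0.05. Leaving out 1 library gave from 101 to 286 genes higher and from 86 to 391 lower in XX, where XX replicate 2 and XX replicate 3 gave the lowest and XY replicate 3 the highest values. Without tra2 XY replicate 1 these were 636 and 697, and all 318 and 321 genes were among them. In tra2 heads, leaving out 1 library gave from 4 to 220 genes higher and from 7 to 236 lower in tra2 XX, with the highest without tra2 XY replicate 1. A term for the replicate number gave 322, 287, 10 and 8 genes, but libraries with the same number correlated with r from −0.35 to 0.43 after group means were removed, and the other pairs with r from −0.53 to 0.43, so that the number does not pair libraries. The interaction counted from 27 to 820 genes in fits without 1 library, lowest without XX replicate 3 and highest without tra2 XY replicate 1. The number of roX and Yp tests past the threshold was 12 of 20, and from 9 to 15 over the alternatives. Without tra2 XY replicate 1, the log2 fold changes of tra2 XX over tra2 XY reversed for Yp1 (0.39), Yp2 (0.65) and Yp3 (0.51), and leaving out 1 of the other libraries gave values down to −8.73, −8.03 and −5.86.

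The medians of hemizygous genes lay between −1.0 and −0.83 under 57 alternatives. With libraries without a deficiency as the reference, the median was −0.83 for X and −0.93 for 3L in XX. FPKM gave −0.98, −1.0 and −0.93 for 3L in XX, tra2 XX and XY. Segments as drawn in Figure 2D gave −0.85 for X in XX and −0.87 for 3L in tra2 XX. With the ends trimmed, 3L was −0.92 in XX and −0.92 in XY. A pseudocount of 1 gave −0.86 for X and −0.90 for 3L in XX. Leaving out 1 replicate number gave −0.90 to −0.88 for X in XX, −0.91 to −0.84 for X in tra2 XX and −0.92 to −0.90 for 3L in XY. Without Df(1)ED7331/+ tra2 XX replicate 3, X in tra2 XX was −0.90, and without Df(1)ED6906 −0.88.

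The difference between X and 3L in XX changed sign with libraries without a deficiency as the reference (0.035, permutation p = 0.567), with FPKM (0.053, p = 0.484), with trimmed segments (0.037, p = 0.602) and with genes as units (0.025, p = 0.506), and lay between −0.057 and 0.018 without 1 replicate number. In tra2 XX, only genes as units passed the threshold (0.10, permutation p = 0.00804), 1 of 26 alternatives over both groups. X genes in XY against XX were at 0.050 in OreR heads, where the difference between X and autosomes per library was 0.0083 (permutation p = 0.8).

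For the arms, genes over 0 FPKM alone gave 0.28, 0.19 and 0.29 for 2R and −0.30, −0.28 and −0.21 for 3L in XX, tra2 XX and XY, each at an unadjusted permutation p under 0.05. Normalized read counts reversed 2R in XX (−0.27) and XY (−0.24) and 3L in XX (0.29), tra2 XX (0.20) and XY (0.21). A pseudocount of 0.1 turned 2R in tra2 XX to 0.00244. X, 2L, 3R and 4 kept their direction and their side of the threshold under each of these settings. The relation to the extent reversed in tra2 XX with the number of genes (rho 0.072) and for 3L deficiencies alone (0.24). The relation of deficiencies in tra2 XX to the ratio of XY to XX passed the threshold with OreR heads (rho 0.18). A pseudocount of 1 moved the fall of compensation from no cut-off to 500 to 0.060 for X and 0.044 for 3L in XX, to −0.0062 for X and 0.030 for 3L in tra2 XX and to 0.043 for 3L in XY, and a cut-off on another group turned X in XX to −0.011.

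The correlation of replicates rose to 0.987 with Pearson's r and to 0.985 over genes above 6 normalized read counts. The CV of the spike-ins was 29.4% within conditions and 9.61% with their own size factors. Across all libraries the regression on spike-ins gave no value at a CV of 36%, and neither did it with a single replicate number. The share of genes over 6 was 55.4% by the mean and 57.3% of genes with at least 1 read. The share with a CV under 36% was 40.6% of genes with at least 1 read and 51.2% within conditions, and 94.4% of the genes over 6 within conditions.

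Depth limits the genes at or under 3 reads, whose folds are lower bounds. It also limits hemizygous genes with a reference of at most 1 normalized read count, of which 6 of 44 in XX had no read.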

Differences from the paper's values

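The fits without tra2 XY replicate 1 for XX over XY, the settings without Df(1)ED7331/+ tra2 XX replicate 3 or without Df(1)ED6906 and the CV within conditions were chosen only after the values were seen.

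The paper's counts of genes with biased expression in wild-type heads are 670 in females and 602 in males, against 318 and 321 here. Of the 13 alternatives set before the data were examined, DESeq2 came within 1.5 times of both, with 523 and 515, and the other 12 did not. Without tra2 XY replicate 1, a fit chosen after seeing the values, the counts were 636 and 697. In tra2 heads, the paper's counts are 78 XX-biased and 34 XY-biased genes, against 15 and 10 here. DESeq2, with 58, was the only 1 of 13 alternatives set before the data were examined to come within 1.5 times of the former. None of the 13 did so for the latter, where DESeq2 gave 22.

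The paper's share of genes with a CV under 36 is 69%, against 38.4% of all genes here, and the alternative set before the data were examined did not close the gap. Among the genes over 6 normalized read counts, the share was 70.8%. With the CV taken within conditions, chosen after seeing the values, it was 51.2% of all genes, within 1.5 times of the paper's.

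The values read by eye below carry an error of about 0.02. The median log2 ratio of hemizygous X genes in XX is about −0.92 in Fig. 3, read by eye, against −0.88 here, and none of the 11 alternatives set before the data were examined closed the gap. For 3L genes in XX it is about −0.94 in Fig. 3, read by eye, against −0.91 here. Libraries without a deficiency as the reference gave −0.93 and closed the gap by the spread of replicates, and trimmed segments gave −0.92, within the reading error. None of the other alternatives set before the data were examined did either. For X genes in tra2 XX it is about −0.92 in Fig. 3, read by eye, against −0.87 here. Leaving out replicate 3 of each line gave −0.91, and none of the other alternatives set before the data were examined closed the gap. Leaving out only Df(1)ED7331/+ tra2 XX replicate 3, chosen after seeing the values, gave −0.90. For X genes in XY it is about 0 in Fig. 3, read by eye, against 0.036 here with the XY libraries without a Df as the reference, and neither alternative set before the data were examined closed the gap. With all other XY libraries as the reference, as for the dosage ratios, it was −0.0042, within the reading error.

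In File S1, the paper's log2 fold changes of XX over XY are 4.17 for Yp1, 4.17 for Yp2 and 4.86 for Obp99a, against 9.79, 9.47 and 9.22 here, and none of the 13 alternatives set before the data were examined closed these gaps. For Yp3 the paper's value is 6.64, against 8.49 here. The values without XX replicate 2 and without XY replicate 1, 2 or 3 were within the error, and the other alternatives set before the data were examined were not. For roX2 in tra2 XX over tra2 XY, the paper's value is −6.21, against −6.76 here. Of the alternatives set before the data were examined, the libraries of all conditions in 1 fit, a term for the replicate number and the fits without tra2 XX replicate 3, tra2 XY replicate 2 or tra2 XY replicate 3 closed the gap, and the others did not. The paper names an earlier version of DESeq2 than 1.42.0, and no alternative used that version. Whether versions estimate these fold changes differently was not tested, so the gaps need not lie in the data.

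The paper states that sex-biased genes downstream of tra2, such as the Yp genes, were at male levels in transformed flies. Between tra2 XX and XY heads no difference in Yp1 was detected here (log2 fold change −1.04, adjusted p = 0.734 with edgeR) except in the fit without tra2 XY replicate 1, chosen after seeing the values (adjusted p = 0.0384). Yet Yp1 was at 63752 normalized counts in tra2 XY replicate 1. File S1 lists Yp3 as different between tra2 XX and tra2 XY, where the adjusted p here was 0.323 with edgeR. It was 0.0261 with DESeq2 and 0.00428 with the libraries of all conditions in 1 fit, within a range of 0.00428 to 0.768 over the alternatives. File S1 also lists Sxl and tra as different between XX and XY, with the paper's adjusted p of 0.0211 and 0.00968. Here these were 0.0731 and 0.0939 with edgeR, with ranges over the alternatives of 0.00457 to 0.432 and 0.0130 to 0.285. DESeq2 called Sxl (0.0219), the fit without XY replicate 3 called both, and so did the fit without tra2 XY replicate 1, which was chosen after seeing the values.

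The paper states that the regression on spike-ins at a CV of 36 gave the cut-off it used. Over all libraries no value was reached here, and the CV within conditions and spike-in size factors gave 27.7 and 15.9. The paper states that lower cut-offs increased compensation. From no cut-off to 500, the compensation here fell by 0.021 for X and by 0.018 for 3L in XX but changed by −0.033 and −0.006 in tra2 XX and −0.013 for 3L in XY, where negative values are a rise. A pseudocount of 1 turned the last pair to 0.030 and 0.043.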

Other observations

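The tests for Df(1)ED14021, for flies without the deletion in Df(1)ED7331/+ and of the excess of male-biased genes over Mst and Acp genes were chosen only after the result was seen.

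Genes higher in XX than in XY heads numbered 318, and 1 of the 10 splits of the 6 libraries, the real one, gave as many genes in a direction. For the 321 genes lower in XX it was also 1 of 10. The other 9 splits gave 0 genes in either direction, with at most 404 and 468 genes at an unadjusted p under 0.05, against 1024 and 1297 in the real one. In tra2 heads, 2 of the 10 splits gave as many genes as the 15 higher and 2 as many as the 10 lower. The other split set tra2 XX replicate 1 with tra2 XY replicates 2 and 3 apart from the rest and gave 224 and 32 genes. With 10 splits the share is never under 0.1, so this count of splits cannot pass a threshold of 0.05 even where no other split gives a gene. The counts in tra2 heads cannot be told apart from a grouping by chance, because that other split gave more genes.

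Marker genes were used to look for RNA of other tissues. Ovary and egg genes had a median log2 fold change of 0.15 for XX over XY over 10 genes tested, at percentile 60.4 of random lists, with orb at 462 and 478 normalized counts and exu at 49.7 and 26.8. Eggshell genes had 1.13 CPM (reads scaled to library size) in XX and 1.04 in XY, which argues against RNA of ovary or eggs. Mst and Acp genes of the male reproductive tract had 2.89 CPM in XY, from 6 to 63 reads per library, and 1.07 in XX, and 2 testis genes tested had a median of −0.43, with betaTub85D at 13.5 and 21.4. By replicate of XY, the former had 6, 63 and 31 reads, so traces of such RNA are open in replicates 2 and 3. Of the 321 male-biased genes, 295 exceeded XX by more CPM than the 11 Mst and Acp genes had together in XY (median excess 16.6 CPM), which argues against RNA of testis or the male reproductive tract as their source, if Mst and Acp transcripts are abundant in it. For the other 26 it cannot be told apart, because their excess is no larger than that. Immune response genes had a median of 3.63 over 10 genes, higher in XX, at percentile 100 of random lists. This argues against an immune response of XY flies as the source of male bias. An immune response of XX flies was not tested. PGRP-SB1 stood at 839 and 309 and PGRP-SD at 881 and 565. The median is the same with CecA1, at least 31.4-fold higher in XX, set at its bound. Of these 10 genes, 5 were called over all genes and 8 when adjusted over the list alone.

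The fat body in the head, which may differ between the sexes, cannot be told apart as a source of female bias. Without the Yp genes, 5 fat body genes had a median of 1.46, but they went both ways, with Lsp2 at 25511 and 3085 and to at 876 and 942 normalized counts. With the Yp genes, the median was 4.36 over 8 genes, 5 called over all genes and 6 adjusted over the list alone. Both medians lay at percentile 100 of random lists. Photoreceptor genes had a median of −0.30 over 13 genes, with ninaE at 289816 and 351519, and 2 called lower in XX both over all genes and adjusted over the list alone. Ovary and egg genes had 1 call higher in XX under both adjustments, testis genes 0 of 2 (0 at an unadjusted p under 0.05), and no Y-linked gene could be tested. In tra2 heads, the medians were −0.49, −0.03, −0.07, 0.34 and −0.11 for ovary, testis, fat body, immune and photoreceptor genes, with 0 calls over all genes, against 3 ovary and 3 fat body genes lower and 1 photoreceptor gene higher in tra2 XX at an unadjusted p under 0.05. Adjusted over the list alone, 3 fat body genes were lower and 1 photoreceptor gene higher in tra2 XX, and no other list had a call. Against random lists, the tra2 medians lay at percentile 0.54 for ovary, 21.78 for fat body, 99.97 for immune and 3.64 for photoreceptor genes. A biological difference between sexes stays open and was not tested.

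Yp1 exceeded 10 times the median of its group in 9 of 96 tra2 XX, 5 of 39 XY and 1 of 3 tra2 XY libraries, highest in Df(3L)ED4421/+ XY replicate 2 at 25680 among XY libraries and in Df(3L)ED4475/+ tra2 XX replicate 1 at 9656 among tra2 XX libraries. These levels are normalized read counts as deposited, and on that scale w1118 tra2 XY replicate 1 stood at 35670. For roX1 the counts were 5 of 97 XX and 5 of 96 tra2 XX libraries, highest in Df(1)ED6630/+ XX replicate 3 at 1275. All 5 of the XY libraries are replicate 2, of 13 XY libraries with that number, whereas the tra2 XX libraries were 3, 2 and 4 of 32 each in replicates 1, 2 and 3. Of the 5 XY lines, 4 also had a raised tra2 XX library. A step of preparation shared by the XY libraries of replicate 2 therefore stays open for Yp1, and neither that nor another explanation was tested for these libraries.

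Df(1)ED14021/+ showed no dosage effect. Under its bar in Figure 2D the annotation holds 0 genes of the tables, which is consistent with the absence of an effect. A deletion elsewhere on the X chromosome is argued against, since the best run of lowered X genes had a score of 0.5 in both groups, where the lowest of 18 other X deficiencies had 2.45 in XX and 1.51 in tra2 XX. Flies without the deletion cannot be told apart from this, because no gene lies under the bar as placed. That place is extrapolated beyond the last segment used to link X bars to the annotation. Around it, 58 genes had a median log2 ratio of 0.037 in XX and 57 genes −0.01 in tra2 XX. No biological explanation was tested.

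Of 206 Df/+ libraries, 4 had a median over −0.5 in their own segment, and in 2 of these the other libraries of the line were all under −0.5. In Df(1)ED7331/+ tra2 XX replicate 3 the value was −0.14, against −1.11 and −0.92 in the line's other replicates, and in Df(1)ED7635/+ tra2 XX replicate 3 it was −0.44. The other two were replicates 1 and 2 of Df(1)ED6906/+ tra2 XX, at −0.25 and −0.45, measured over a segment of 572 kb that is longer than the bar of 0.24 Mb. Low depth is argued against, since the former had 6601236 reads, more than the others with 2757137 and 5577834. Flies or RNA without the deletion, at −0.14, cannot be told apart from flies of another deficiency line. The segment of Df(1)ED6727 had a median of −0.61 in this library, with 22 of 25 genes under −0.3. The libraries of Df(1)ED6727/+ lay between −0.96 and −0.76, and 1 of 92 other tra2 XX libraries was at −0.60, which keeps it open. No biological explanation was tested.

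The spread of the log2 ratios of genes that are not deleted differed between libraries, with median interquartile ranges of 0.396, 0.349 and 0.244 in XX, tra2 XX and XY and maxima of 1.10, 1.27 and 1.69. It rose with the size of the slope of the ratios on gene length, whatever its sign, with rho of 0.745, 0.588 and 0.679 (permutation p = 1e-05 each, the smallest possible, adjusted p = 1.5e-05 over 6 relations) and r of 0.887, 0.808 and 0.944. Without the 2 farthest libraries, r was 0.861, 0.678 and 0.607. Removing the length trend took away 16%, 41.0% and 34.8% of the gap between the widest libraries and the others, so length bias is argued against as the whole source. Depth is consistent with the spread in XX (rho −0.56, permutation p = 1e-05, r −0.53, −0.51 without the 2 farthest). In tra2 XX and XY, no relation by rank was detected (rho 0.059, permutation p = 0.565, and rho −0.0036, permutation p = 0.983). There r was −0.22 (permutation p = 0.0318, adjusted p = 0.0318) and −0.65 (permutation p = 0.0184, adjusted p = 0.0221). Without the 2 farthest libraries, r turned to 0.20 and 0.16. In both groups the library with the widest spread also had the fewest reads, 667146 in tra2 XX and 1381962 in XY. Depth therefore stays open there. The adjusted p of rho were 1.5e-05, 0.678 and 0.983. No biological explanation was tested.

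Gene responses to a deficiency were correlated between groups, and so were those of flanking genes. The rho of hemizygous genes exceeded that of flanking genes by 0.16 between XX and XY, but 2 of the 3 intervals hold 0, so differences between stocks that do not depend on the deletion may contribute and cannot be told apart from responses to copy number.

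In XX, compensation was highest for genes with the lowest reference. In tra2 XX it was 1.107-fold for 21 genes up to 1 normalized read count and 1.105-fold over 500, and in XY it was 1.067-fold for 52 genes up to 1 and highest, at 1.174-fold, from 1 to 6. In XX, counting noise and reads not tied to copy number are a candidate explanation, because genes that are not deleted with a reference up to 1 normalized read count also had a median ratio of 1.3 in XX. In tra2 XX and XY such genes that are not deleted had 1.24 and 1.24, while the median of the hemizygous genes there had no comparable rise. By the median, the rise of genes that are not deleted thus did not come with one of hemizygous genes in each group. The mean did rise in each. Up to 1 normalized read count, 2 times the mean ratio of hemizygous genes was 2.69, 2.43 and 2.46 in XX, tra2 XX and XY. Over 500 it was 1.08, 1.19 and 1.15. Counting noise and reads not tied to copy number cannot be told apart from a higher compensation of such genes, because the level of both groups of genes is set by the same few reads.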
